A study of Mus musculus with 6 samples. Its data were reported in "The microRNA-455 null mouse shows dysregulated bone turnover" (2025).

How the data were processed

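RNA sequencing was carried out on total RNA from knee cartilage of 3-month-old mice, with 3 wild-type (WT) and 3 miR-455 null libraries. The microRNA miR-455 has Col27a1 as its host gene, and in the null mice neither of its mature forms is intact. According to the submitters' processing notes, reads were checked with FastQC, trimmed with Trim Galore, quantified with kallisto and passed to sleuth, with the mouse genome build mm10; the versions were not given in the sources used here. The deposited values are a non-negative signal per gene, called normalised counts by the authors. Their totals lay between 917819 and 1135956 per library, they were not whole numbers, and they behaved as length-normalised abundances scaled between libraries. They are referred to below as abundances. The authors also deposited the percent of reads that aligned, which ran from 83.3% to 92.6%. The number of reads behind each abundance was not given in the sources used here, so the depth is unknown and no counting interval was calculated. Nothing in the labels said whether the libraries came from separate animals, or how the WT and null mice were related, so adjusted p-values measure the spread between these libraries.

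The files held 36711 gene identifiers, of which 13535 were at 0 in all 6 libraries. Names, positions and 3′UTRs came from the GENCODE annotation of mm10, which matched 35866 identifiers. The design had been written for normalised counts, with a minimum of 5 in at least 3 libraries and a pseudocount of 0.5. On the scale of the deposited abundances that filter is stricter than intended, and it removed 11 of the 13 skeletal genes listed by the study; those genes are therefore reported from a fit without the filter. The main comparison used limma (version 3.58.1, in R 4.3.3) with a trended prior on log2(abundance + 0.5), genotype as its single term and Benjamini-Hochberg adjustment over the 9098 genes kept. Fold changes on this scale understate the change of genes of low abundance. Genes at a 2-fold criterion, a ratio of mean abundances above 2 in either direction with an unadjusted limma p under 0.05, were counted separately. The study's own test was not repeated.

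Lists of genes were written before the data were examined. They covered the study's skeletal genes and proposed miR-455 targets, cartilage zones, bone cells, marrow and blood cells, muscle, fat, vessels, fibroblasts, nerve, signalling pathways, cartilage catabolism, cell cycle, interferon and stress responses and mitochondria. A list with at least 5 genes kept was tested against the other genes with camera at a preset inter-gene correlation of 0.01, and again with the correlation estimated for each list and with fry. The study's skeletal genes, all but Bmpr1a, were selected on these same samples, and the list was left out of that test. Genes named in the text were chosen by a fixed rule: the 10 largest rises and 10 largest falls past adjusted p 0.05, with a mean of at least 50 in the higher group and no overlap between the groups, with unfilled places given to the smallest p-values meeting the last 2 conditions; all study genes; Col27a1 and the proposed targets; and, of each other list, called genes or the most abundant and lowest-p members. Predicted genes and pseudogenes were left out of the first part. Some genes that this rule selects, and the tests made on them, are not reported here, though the genes remain in the counts of genes tested and called. Genes with a 7-base match to the miR-455-3p or miR-455-5p seed in an annotated 3′UTR were compared with other genes that have one, after adjustment of log2 fold changes for 3′UTR length by lowess, and the difference was ranked among other 7-base words of the same composition.

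A single value per library was compared by a two-sided exact permutation test, which with 3 libraries against 3 cannot give a p below 0.1. The procedure was tested on simulated data with the means and residual spread of the 9098 genes, in which 200 genes were changed. It recovered 58.8% of genes changed 2-fold, 92.1% of those changed 4-fold and 97.6% of those changed 8-fold. Each gene was drawn independently, so the simulation lacked shifts shared by many genes of a library. With 200 changed genes the adjustment is also less strict than with few. Recovery in the real data may therefore be lower. No 2 libraries held identical values; their median absolute log2 difference ran from 0.136 to 0.346. The alternatives tried were other pseudocounts, filters, scalings, variance models and library weights, the replicate number as a block, and leaving out each library. Figures were drawn with matplotlib 3.10.9.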

Results

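Gene expression was measured by RNA sequencing in knee cartilage of 3-month-old WT and miR-455 null mice, with 3 libraries of each genotype. Total abundance was 1135956, 934755 and 1066213 in WT libraries 1 to 3 and 917819, 977072 and 984946 in null libraries 1 to 3. The alignment rate was 91.8%, 83.3% and 91.2% in the WT libraries and 91.2%, 92.6% and 89.4% in the null libraries. Between 8867 and 9042 genes per library reached an abundance of 5.

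Marrow and blood transcripts made up a large part of each library. The 4 adult globin genes accounted for 26.8%, 26.9% and 26.1% of total abundance in the WT libraries and for 21.3%, 19.7% and 11.3% in the null libraries (means 26.6% ± 0.442 and 17.4% ± 5.35, SD, n = 3; exact two-sided permutation p = 0.1, the smallest this design can give). S100a8 and S100a9, which encode the calprotectin subunits of neutrophils, together gave 8.12%, 6.58% and 7.21% in WT and 6.50%, 10.2% and 16.6% in null libraries (exact permutation p = 0.4). Genes of the cartilage matrix list gave 0.0314% ± 0.00233 in WT and 0.0413% ± 0.00947 in null libraries (SD, n = 3; exact permutation p = 0.3).

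The first question was which genes differed between the genotypes. Of 9098 genes, 1 passed adjusted p 0.05 by limma. At an unadjusted p under 0.05 there were 451 genes, 262 higher and 189 lower in null, where chance alone gives 455. That number was 1957 without null 1 and between 235 and 428 without any other library. Leaving out a library moved the number of genes past adjustment to 9 without WT 3 and to 6 without null 1, and it was 1 without any other library. At the 2-fold criterion 46 genes differed, 28 higher and 18 lower. That number was 546 without the abundance filter, 158 without null 1 and 72 without WT 3.

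None of the other genes with the smallest p-values passed adjustment (adjusted p = 0.812 for each named in this paragraph). Among those higher in null, Fn1, the matrix glycoprotein fibronectin, was at 105 ± 5.11 in WT and 170 ± 34.2 in null. Timp2, an inhibitor of metalloproteinases, was at 35.9 ± 1.25 and 57.0 ± 11.9, and Bgn, the proteoglycan biglycan, at 85.6 ± 2.03 and 120 ± 17.2 (mean ± SD, n = 3). Stt3a, a catalytic subunit of oligosaccharyltransferase, was at 42.5 ± 14.3 and 94.4 ± 27.5. The endoplasmic reticulum chaperones Hspa5 and Pdia6 were at 170 ± 27.5 and 243 ± 8.27, and at 63.8 ± 6.46 and 84.5 ± 3.98. The others were Eif4e (log2 fold change 0.40 ± 0.11, SE), Fkbp1a (0.39 ± 0.11) and C1qc (0.38 ± 0.11). Among those lower in null, the basophil proteases Mcpt8 and Prss34 were at 91.6 ± 6.42 and 59.8 ± 3.87, and at 109 ± 3.34 and 75.3 ± 1.17. The cold-inducible RNA-binding genes Rbm3 and Cirbp gave −0.46 ± 0.14 and −0.48 ± 0.15 (log2 fold change ± SE). Hba-a1 gave −0.96 ± 0.29, Mkrn1 −0.48 ± 0.14, and Sec61g, Scand1 and Mrpl52 lay between −0.43 and −0.40.

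The second question was whether 13 genes of skeletal relevance listed by the study were higher in null cartilage. All but Bmpr1a had been selected as higher in null, and Bmpr1a had been added for its predicted miR-455-3p sites. All 13 had a higher mean in null, and 12 had a ratio of means above 2. Apart from Bmpr1a the list was chosen on these samples, by fold and p-value, so neither its direction nor its p-values nor the separation of the groups is independent evidence. None passed limma with adjustment over all genes, with or without the filter (adjusted p = 0.794 for each without it). None passed when adjusted over the list alone (smallest adjusted p = 0.0553). Of the 13, 7 had an unadjusted limma p under 0.05. That is fewer than the 12 listed by the study at that p threshold, with a test not repeated here. The 2 groups did not overlap for 7 of the 13. Col2a1, the main collagen of cartilage, was at 21.6, 19.0 and 18.4 in WT and at 24.8, 63.8 and 31.1 in null. Col9a1, a collagen on the surface of type II fibrils, was at 0.914, 5.75 and 1.48 in null, against a WT mean of 0.880 ± 0.131. The highest Epyc value was also in null 2 (0.618, with 0.163 and 0.198 in the others). Vcan, the proteoglycan versican, was at 3.29 ± 0.346 in WT and 6.87 ± 1.67 in null, and Alox15, a lipoxygenase, at 1.69 ± 0.183 and 4.73 ± 1.80 (mean ± SD, n = 3).

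Fgf18, a growth factor for cartilage and bone, was at 0.201, 0.0581 and 0.251 in WT and 0.712, 0.335 and 0.327 in null, a ratio of means of 2.69. Bmp4, a bone morphogenetic protein, was at 1.15 ± 0.296 and 3.18 ± 1.99, and its receptor Bmpr1a at 3.04 ± 0.830 and 4.31 ± 0.962. Both overlapped between the genotypes. Hjv, a co-receptor for bone morphogenetic proteins, was at 0.157 or less in WT and at 0.597, 0.119 and 0.169 in null. Panx3, a channel protein of chondrocytes and osteoblasts, was at 0.559 ± 0.282 and 1.31 ± 0.389, and Srd5a1, a steroid reductase, at 0.892 ± 0.400 and 1.83 ± 0.469. Penk, the precursor of enkephalin, was at 2.27 ± 0.763 and 4.57 ± 1.66. Ifitm1, an interferon-induced membrane protein, was at 54.4, 34.7 and 38.4 in WT and 33.9, 97.9 and 132 in null (means 42.5 ± 10.5 and 88.0 ± 49.9). Its value in null 1 lay below every WT library. Epyc, Fgf18 and Hjv had means below 1 in both genotypes, and their read support is unknown.

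**Figure D1:**
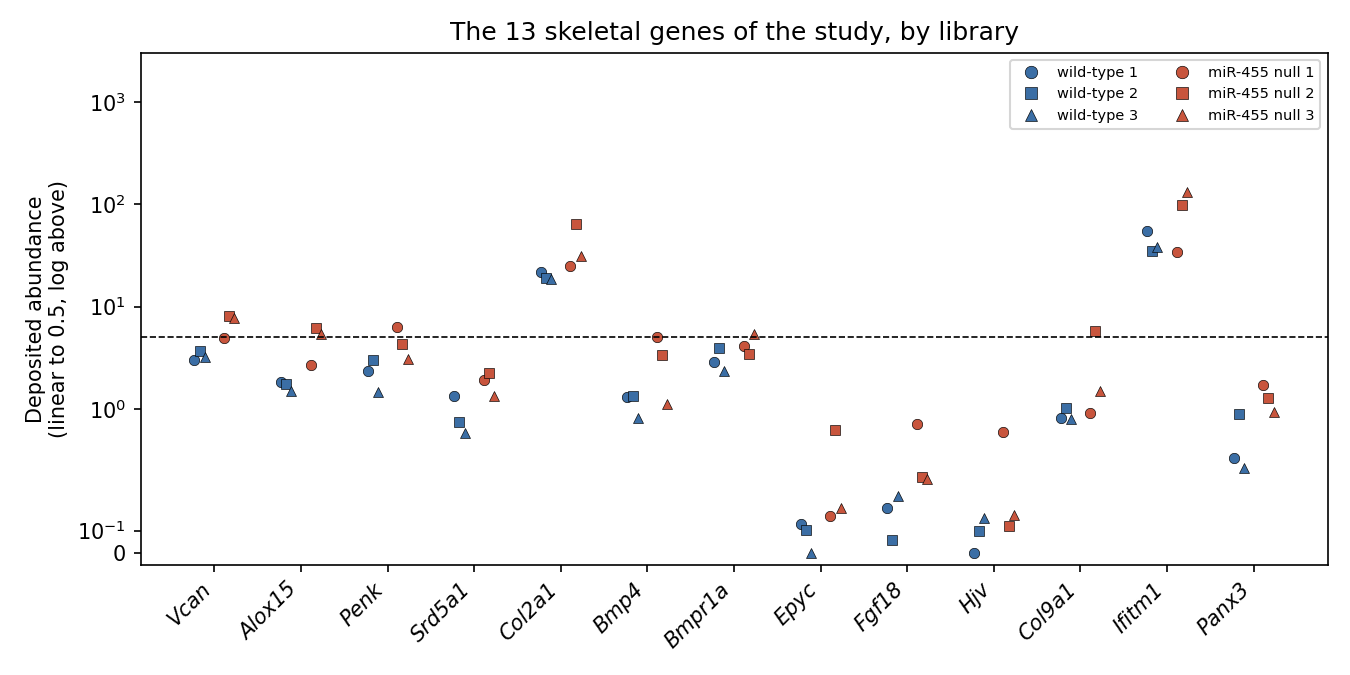
Abundance per library of the 13 skeletal genes, linear up to 0.5 and logarithmic above, with WT libraries in blue and miR-455 null libraries in red; the dashed line is the filter at 5. Col2a1 in null 2 stood at 63.8, against 24.8 and 31.1 in the other null libraries, and Epyc, Fgf18 and Hjv lay below 1 throughout.

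The third question was whether genes carrying miR-455 seed sites were higher without the microRNA. Among genes kept by the filter, 1446 had a miR-455-3p site and 7229 had a 3′UTR without one. After adjustment for 3′UTR length the median log2 fold change of genes with a site differed by −0.01 from that of the others. Of 419 other words of the same composition, 280 gave a difference at least as high. For miR-455-5p the difference was −0.01 with 915 genes, and 262 of 618 other words were at least as high. Before adjustment for length the differences were 0.019 for miR-455-3p and 0.032 for miR-455-5p. Marrow and blood transcripts made up a large part of each library, and the filter kept 12 of 26 cartilage matrix genes. These comparisons therefore describe the mixed tissue and cannot show whether targets rose in chondrocytes. The same limit applies to the proposed targets below. Among proposed targets, Hdac2, a histone deacetylase, was at 40.4 ± 3.28 in WT and 39.6 ± 5.60 in null, Dnmt3a, a DNA methyltransferase, at 11.1 ± 2.28 and 11.1 ± 2.21, and Runx2, a transcription factor of bone, at 8.63 ± 1.53 and 9.79 ± 0.951. Epas1 was at 6.29 ± 0.649 and 7.48 ± 0.607, Smad2 at 14.2 ± 2.40 and 17.8 ± 4.77, and Chrdl1 at 5.29 ± 1.48 and 5.89 ± 1.502 (mean ± SD, n = 3). Hdac8 was at 5.01 ± 0.598 and 4.59 ± 0.512, and Acvr2b at 0.640 ± 0.321 and 0.362 ± 0.147. None of these passed adjustment by limma. The annotated 3′UTR of Fgf18 (338 bases) held 0 sites for miR-455-3p, and that of Bmpr1a held 1. These sites were 7-base matches, and only annotated mouse 3′UTRs were searched. A shorter match to the seed was also absent from the annotated Fgf18 3′UTR. The study listed Fgf18 as a predicted target and reported a luciferase assay with the human FGF18 3′UTR, where mutating the seed site relieved repression. The count in the mouse annotation does not bear on that assay. Col27a1, the host gene of miR-455, was at 1.76, 2.97 and 2.76 in WT and 2.72, 3.48 and 2.07 in null, and the groups overlapped. Mature miR-455 was not analysed here.

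The fourth question was whether groups of genes moved together. Of 25 lists tested, 11 passed adjusted p 0.05 by camera at the preset correlation, 8 with genes higher and 3 with genes lower in null. None of the 11 passed with an estimated correlation (smallest adjusted p = 0.383), and none passed by fry (smallest adjusted p = 0.336). Genes of skeletal muscle were higher in 6 of 6 members (median log2 fold change 1.30, adjusted p = 3.2e-05 at the preset correlation and adjusted p = 0.450 with an estimated correlation). Adjusted over the list alone, 5 of these 6 genes passed by limma (smallest adjusted p = 0.0376). Without the abundance filter all 16 muscle genes were higher, and none passed with that adjustment (smallest adjusted p = 0.0753). Myl1, a myosin light chain, was at 2.46, 4.53 and 3.64 in WT and at 22.0, 7.40 and 7.19 in null. Genes of superficial zone cartilage were higher in 7 of 7 members (median 0.37, adjusted p = 0.0147, and adjusted p = 0.383 with an estimated correlation). Prg4, which encodes the joint lubricant lubricin, was at 170, 166 and 194 in WT and at 547, 295 and 216 in null, and the highest muscle values were in the same library, null 1. Cartilage matrix genes were higher in 10 of 12 (median 0.35, adjusted p = 0.00388 and adjusted p = 0.450), with the highest mean in null 2. Hypertrophic chondrocyte genes were higher in 11 of 11 (median 0.30, adjusted p = 0.00693 and adjusted p = 0.450), and cartilage catabolism genes in 9 of 9 (median 0.30, adjusted p = 0.00109 and adjusted p = 0.383). Adjusted over the list alone, 1 of these 9 catabolism genes passed by limma (smallest adjusted p = 0.0434). Without the filter none of the 17 passed with that adjustment (smallest adjusted p = 0.0973). Likewise without the filter, 14 of 15 hypertrophic chondrocyte genes were higher, while Ihh was lower (0.253 ± 0.115 in WT and 0.180 ± 0.088 in null). That list shares Ibsp with the osteoblast list, so it is not wholly particular to chondrocytes. BMP and TGF-beta signalling genes were higher in 10 of 11 (median 0.23, adjusted p = 0.0167 and adjusted p = 0.450) and macrophage genes in 14 of 15 (median 0.29, adjusted p = 0.00765 and adjusted p = 0.383).

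Neutrophil genes were higher in 13 of 13 members (median 0.33, adjusted p = 0.00927, and adjusted p = 0.693 with an estimated correlation). Erythroid genes were lower in 12 of 12 (median −0.34, adjusted p = 3.2e-05 and adjusted p = 0.465) and B cell genes in 11 of 11 (median −0.71, adjusted p = 6.9e-06 and adjusted p = 0.450). Igll1, a component of the pre-B cell receptor, was at 32.4 ± 0.286 in WT and 20.5 ± 8.05 in null (mean ± SD, n = 3). Genes of mast, T and natural killer cells were lower in 5 of 5 (median −0.25, adjusted p = 0.0263 and adjusted p = 0.385). Null 3 had the lowest erythroid and B cell means and the highest neutrophil mean of the 6 libraries. The 14 other lists tested, among them osteoblast, osteoclast, FGF, Wnt, cell cycle, interferon, stress response, fibroblast, fat, vessel, nerve and mitochondrial genes and the proposed targets, did not pass (adjusted p = 0.0654 or higher at the preset correlation). Hedgehog genes had 1 member kept and were not tested. Without the abundance filter, 1 of 27 Wnt genes passed by limma adjusted over the list alone (adjusted p = 0.00797). So did 1 of 11 genes of mast, T and natural killer cells (adjusted p = 0.0211). At the preset correlation, the calls for cartilage matrix, hypertrophic, superficial zone, catabolism and mast cell genes were lost without null 1, that for cartilage matrix without null 2, those for erythroid, neutrophil and BMP genes without null 3, those for hypertrophic, BMP and mast cell genes without WT 1, and that for neutrophil genes without WT 3. Other calls were gained at that correlation. Osteoblast genes, as higher, passed without null 3, and Wnt genes, as higher, without WT 2, null 2 or null 3. Wnt genes also passed with no abundance filter. As lower, cell cycle genes passed without null 2 or WT 3, and both mitochondrial lists without WT 2. Interferon genes, as lower, passed without WT 3, and stress response genes without null 1.

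**Figure D2:**
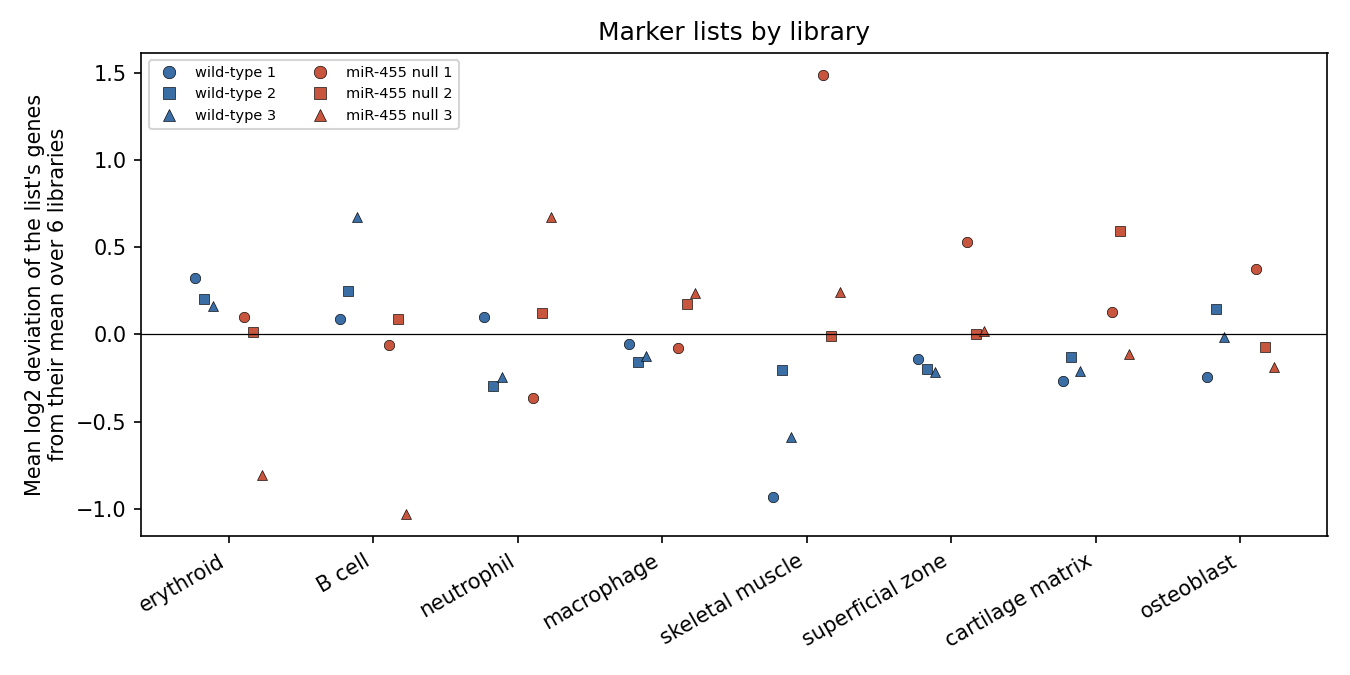
Mean log2 deviation of the genes of 8 marker lists from their own mean over the 6 libraries, with WT libraries in blue and miR-455 null libraries in red. Null 3 stood at −0.81 for erythroid, −1.03 for B cell and 0.67 for neutrophil genes, null 1 at 1.49 for skeletal muscle genes, and null 2 at 0.59 for cartilage matrix genes.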

Values the study reported

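In knee cartilage of null against WT mice, the study listed fold increases of 2.69 for Fgf18, 2.76 for Bmp4, 1.42 for Bmpr1a, 2.03 for Col2a1 and 4.27 for Epyc. It counted 12 skeletal genes that were raised above 2-fold in that comparison. In the 3′UTR of Bmpr1a it gave 9 sites predicted by seed for miR-455-3p.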

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

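The alternatives with an abundance minimum of 1 and with gene-by-gene library weights were chosen after the data had been examined. The number of genes past adjustment was 2 with no filter, 4 with a minimum of 1 (among them the pseudogene Gm45778 and ENSMUSG00000118461, both lower in null), 4 with gene-by-gene weights (among them Hacd2, Sinhcaf and 7530428D23Rik), 1 with the replicate block and between 1 and 9 when a library was left out. It was 2205 with default library weights, but that estimation stopped before convergence and gave null 2 a weight of 20.8 against 0.193 to 1.18 for the others, so the fit leaned on 1 null library. Under those weights 2 study genes and 4 lists passed. At the 2-fold criterion the count was 546 with no filter, 11 with a minimum of 20 and 163 with a minimum of 1. The genes tested numbered 23176, 4278 and 12804 in these fits, against 9098 in the main fit, and the counts did not change in proportion. The count was 80 with default weights, 74 with gene-by-gene weights and between 44 and 158 when a library was left out. The cause of these differences was not tested. The number of lists was 5 with a minimum of 20, where 13 lists had enough genes, between 7 and 14 when a library was left out, and 0 with an estimated correlation and 0 by fry. The same-numbered libraries did not deviate together (correlations −0.14, −0.01 and −0.04), so the numbers were not taken as pairs, and the replicate block gave 11 lists and 55 genes at the 2-fold criterion. The seed-site difference was 0.057 among genes with a mean of at least 100, without passing camera. The sign of Col27a1 changed (−0.070 to 0.28 when a library was left out), as did Hdac2 (−0.14 to 0.040), Dnmt3a (−0.14 to 0.14, with 0.013 on scaling without marrow and muscle genes, 0.052 with default and 0.044 with gene-by-gene weights) and Chrdl1 (−0.031 to 0.35), none of which passed adjustment where the sign changed; the cause was not tested. Of 682 values for 40 named genes, 650 kept direction and side of the threshold, 11 changed sign and 21 passed under default weights. Read-level modelling was not run, since read numbers were not given in the sources used here.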

Other observations

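The tests on the study's genes left out by library, the share of cartilage, the marrow lists and the globin genes were chosen after their values had been seen; those on chaperone genes, basophil genes and other splits of the libraries were written down before their results, although the chaperone and basophil groups were themselves picked from genes already seen to differ.

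Genes that fold and glycosylate secreted proteins in the endoplasmic reticulum lay higher in null libraries. Leaving out Hspa5, Pdia6 and Stt3a, which prompted the test, 21 of 22 such genes were higher, with a median log2 fold change of 0.24 (quartiles 0.11 and 0.29; limma camera with an estimated correlation, adjusted p = 0.040 over 2 lists). Calr was at 197 ± 3.52 in WT and 265 ± 31.3 in null, Sdf2l1 at 28.0 ± 3.16 and 40.2 ± 5.42, and Hyou1 at 14.8 ± 1.48 and 20.1 ± 1.07 (mean ± SD, n = 3), while Syvn1 was lower. Sec61g, already seen to be lower in null (log2 fold change −0.40), was not in the list, although its partner Sec61b was. Genes of this response vary together, so the 22 are not independent of the 3 that led to them. With the same adjustment the list also passed after median-ratio rescaling (adjusted p = 0.020) and without WT 3 (adjusted p = 0.019), but not after quantile normalization, nor with scaling without marrow and muscle genes, nor without any other library (adjusted p from 0.059 to 0.359). The median fell to 0.14 without null 1. These 2 lists were adjusted apart from the 25 lists tested earlier, so over fewer tests. Among those 25, cartilage catabolism genes had an unadjusted p of 0.039 by the same camera test, and an adjusted p of 0.383.

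Basophil genes gave a mixed answer. Besides Mcpt8 and Prss34, Ms4a2 was at 10.5 ± 1.35 in WT and 6.51 ± 1.24 in null, and Fcer1a and Gata2 were also lower, but Hdc and Csf2rb were higher. The median over these 5 genes was −0.38, and the list did not pass (adjusted p = 0.228), so fewer basophils in the null libraries remain possible and unproven. Prg2 and Ear1, which encode eosinophil granule proteins, were chosen after their values were seen, from the 6 genes past adjustment without null 1. Prg2 was at 95.6, 92.7 and 95.6 in WT and at 108, 552 and 417 in null, and Ear1 was at 10.4, 12.8 and 10.6 in WT and at 10.9, 103 and 84.2 in null.

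The 13 study genes were higher in null, with a median log2 ratio of means of 1.23. The median was 1.01 without null 1, 1.05 without null 2 and 1.38 without null 3, and the number above 2-fold went from 12 to 7 without null 1 and 7 without null 2. Since all but Bmpr1a were selected on these libraries, this does not decide whether a single null library is the source. A larger share of cartilage in the null libraries also stays open: the 23 other cartilage matrix genes had a median of 0.39 with all libraries and 0.22 without null 2, so the comparison depends on that library. An effect of genotype on these genes stays open too, as untested on samples other than those that chose them.

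Erythroid and B cell genes were lower and neutrophil genes higher in null. Without null 3 the erythroid median went from −0.34 to −0.047 and the neutrophil median from 0.33 to 0.053, so both may rest on that library. That library is not the whole source for the 4 adult globin genes. Their median went from −0.76 to −0.50, and their share of total abundance was below every WT library in null 1 and null 2 as well. The B cell median went from −0.71 to −0.42 without null 3. Mean log2 deviations of that list were 0.086, 0.25 and 0.67 in WT 1 to 3, and −0.063 and 0.086 in null 1 and null 2. WT 1 and null 2 lay level and WT 3 lay highest, so dependence on a single library stays open for the B cell genes. Whether genotype or dissection set the mix of marrow cells was not tested.

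The 3 libraries against 3 make 10 splits, too few for a share under 0.05. With the real split counted among them, 5 gave at least 1 gene past adjustment, the real number (highest other 2). Likewise 3 gave at least the real 46 genes at the 2-fold criterion (highest other 84), and 2 at least the real 11 lists (highest other 14).

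The annotated 3′UTR of Bmpr1a held 1 match of 7 bases to the miR-455-3p seed. The study quoted above gave a larger number; the rule and the 3′UTR behind it were not given in the sources used here, so the counts are not directly comparable.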
